A study of Mus musculus with 8 samples. Its data were reported in "ZEB1-mediated fibroblast polarization controls inflammation and sensitivity to immunotherapy in colorectal cancer" (2024).

How the data were processed

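Single cells from mouse colon tumours were profiled by SORT-seq, in which index-sorted cells are placed 1 per well into 384-well plates and the 3′ ends of their polyadenylated transcripts are counted with unique molecular identifiers (UMIs). The tumours grew after orthotopic transplantation of colon tumour organoids into mice whose fibroblasts either retained Zeb1 (FibCtrl) or had it deleted (FibΔZeb1). Each of the 8 plates held cells of 1 mouse, and there were 4 plates per genotype, so the mouse and the plate were the unit of replication throughout. Fibroblasts, CD45-positive immune cells and EPCAM-positive tumour cells shared each plate, and the sort fixed how many wells each gate received. The gate of each well was not used here, so cell classes were rebuilt from the transcripts.

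Per the labels and the methods of the study, the provider aligned reads with bwa 0.7.10 to the mouse transcriptome of the GRCm38 build and made a table of transcripts per gene and well for each plate on a NextSeq 500. The deposited values were estimated counts, namely UMI counts that the authors' pipeline had corrected for collisions between identical UMIs. Of all values, 86.3% were exactly whole, and after inverting a collision formula with 4096 possible UMIs 100% lay within 0.2 of a whole UMI. The values were not scaled to depth. Counts were summed over the wells of a class and then rounded to whole numbers. Whether counting used the strand was not stated, so genes annotated as antisense are uncertain. UMIs remove PCR copies, and all intervals and floors below cover counting error only.

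The 89 spike-in rows and 37 mitochondrial rows were left out of all totals and tests below unless named. Over all plates, spike-ins took 9.15% of transcripts, and mitochondrial genes took 13.4% of the remainder. The ribosomal RNA gene Rn45s took 2.66% of cell transcripts. Of 20276 gene symbols, 13189 were listed for every plate. Coordinates came from GENCODE M21 on GRCm38, in which 18945 symbols (93.4%) were found.

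A well was kept with at least 500 cell transcripts and a mitochondrial share no more than 3 median absolute deviations above its plate's median. Counts were scaled to 10000 per well and log-transformed, and 2000 genes were taken by their variability within plates, without ribosomal protein, sex-linked and a few low-information genes. These were standardised over all wells with no batch correction, and 20 principal components with 15 neighbours fed Leiden clustering at resolution 1 (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2). A cluster was named after the class whose fixed markers scored highest. The score had to reach 0.5 and at least 3 markers had to be detected in 10% of its wells, and a cluster stayed unnamed where its 10 leading genes held more markers of another class, or where it was shallow and held none of its own. The naming score and its limits were set after the data were seen. The marker lists were fixed earlier. No doublet caller was run because each well received 1 sorted cell. Wells with at least 2 transcripts of Ptprc (CD45) or Epcam were removed from the fibroblast class, since the study excluded such cells. Wells in unnamed clusters entered no comparison. The batch method of the study (fastMNN) was not used here.

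For each class, counts were summed per plate, and plates with under 10 wells of the class were left out. This left FibCtrl replicates 1 and 4 against FibΔZeb1 replicates 1, 3 and 4 for fibroblasts. FibCtrl replicate 2 was left out for T cells, FibCtrl replicate 2 and FibΔZeb1 replicate 2 for macrophages, and FibCtrl replicate 1 for neutrophils. All 8 plates entered for epithelial wells, for immune wells together, and for the counts of wells. Genes were tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) with TMM scaling, its expression filter and genotype as the only term, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Changes are given as FibΔZeb1 minus FibCtrl on the log2 scale. The study used Welch tests between cells, which treat cells as replicates, and this was not repeated here.

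There were 9 lists of genes written from general knowledge, since no gene set database was used. They covered myofibroblast, inflammatory, antigen presentation, collagen, NF-kB, hypoxia, p53, interferon and immediate-early genes, and 5 genes (Cxcl1, Cxcl2, Ccl2, Ccl7 and Il6) were in both the inflammatory and the NF-kB list. They were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with fry and an estimated correlation as alternatives. CPM is a count over all transcripts of the class on the plate, times 1e6. Normalised CPM, given as means beside an edgeR fold change, is instead over the transcripts of the genes that passed the filter, scaled by TMM factors, and is therefore on another scale. A list score per plate was the mean over the list of log2 CPM with a prior count of 2.

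Single values per plate were compared with exact permutation tests of the difference of means, two-sided (scipy 1.17.1). With 4 plates against 4 there are 70 arrangements and the smallest p is 0.0286. With 2 against 3 there are 10 arrangements and the smallest p is 0.1, so no fibroblast test on plate values could reach 0.05. Families of such tests were adjusted by Benjamini-Hochberg. For shares of wells with a transcript, each well was thinned to 1000 transcripts. The spread within a plate was the mean of 1 minus the Pearson correlation over pairs of wells, on 1000 variable genes, with 15 wells per plate in each of 20 draws. Fibroblast clusters per genotype followed the study's graph (shared neighbours with k of 15, walktrap; scran 1.30.0, igraph 2.1.4), on 1000 variable genes and 20 principal components with plate means removed. Plots were made with matplotlib 3.10.9.

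The named genes were fixed by rule. In each class these were up to 5 higher and 5 lower genes of largest change among those with adjusted p under 0.05 and no overlap of plates between genotypes. Besides, whatever their values, Zeb1, Acta2, Tagln, Pdgfrb, Col1a1, Ccl2, Cxcl1, C3, H2-Aa and Cd274 were named in fibroblasts, and Cd274 elsewhere. Groups, tests, marker and gene lists, the naming rule for genes and most alternatives were chosen before the data were examined. The alternatives were RLE scaling, DESeq2 1.42.0, no gene filter, the flow cell as a covariate, a replicate block, leaving out each plate, other well filters (250 and 1000 transcripts, no mitochondrial filter), other class rules (marker sums, Leiden resolution 2, a minimum of 20 wells, other limits for Ptprc and Epcam), thinned plates, other thinning depths (500 and 2000), and a prior count of 0.5. Added after the data were seen were a minimum of 5 wells, all stromal classes together, only genes listed in all plates, epithelial wells without a cluster of mature colon genes, and counts of wells without plates under 10 wells.

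The plates came from 2 flow cells. Replicates 1 and 2 of both genotypes were on flow cell 1, and replicates 3 and 4 on flow cell 2, so genotype and flow cell were balanced. The edgeR step was tested on simulated counts with 200 genes changed by 2 on the log2 scale. It recovered 55.0% of them among 8214 fibroblast genes, with 8.33% false calls. Recovery was 75.0% of 200 in epithelial counts (10282 genes, 9.64% false), 74.5% in immune counts (6833 genes, 7.45% false), 78.5% in T cell counts (1093 genes, 6.55% false), 75.0% in macrophage counts (4465 genes, 2.60% false) and 68.5% in neutrophil counts (1062 genes, 2.84% false).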

Results

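To ask how loss of the transcription factor ZEB1 in fibroblasts changes the cells of a colon tumour, transcripts were counted in single cells of orthotopic tumour organoid grafts from 4 FibCtrl and 4 FibΔZeb1 mice. Each mouse contributed a 384-well plate, and the 8 plates held 3072 wells. Fibroblasts, immune cells and tumour cells had been sorted onto the same plate, so each compartment could be compared between genotypes with the mouse as the replicate. Values are UMI counts per gene and well, corrected by the authors for UMI collisions and not scaled to depth.

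Total transcripts were 7079527, 1759509, 3245113 and 3969290 on FibCtrl plates 1 to 4, and 5023420, 3432020, 4962903 and 3301510 on FibΔZeb1 plates 1 to 4. Without mitochondrial and spike-in transcripts, FibCtrl replicate 2 was the shallowest plate with 981881 transcripts and a median of 221 per well, and FibCtrl replicate 1 the deepest with 5905188 and a median of 3518 per well. The other 6 plates held between 2501608 and 4212266 transcripts. Of all wells, 2051 had at least 500 transcripts, and 1831 also passed the mitochondrial filter. Only 98 of the 384 wells of FibCtrl replicate 2 were kept, against 196 to 294 on the other 7 plates. Replicates 1 and 2 of both genotypes had been sequenced on flow cell 1, and replicates 3 and 4 on flow cell 2.

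**Figure D1:**
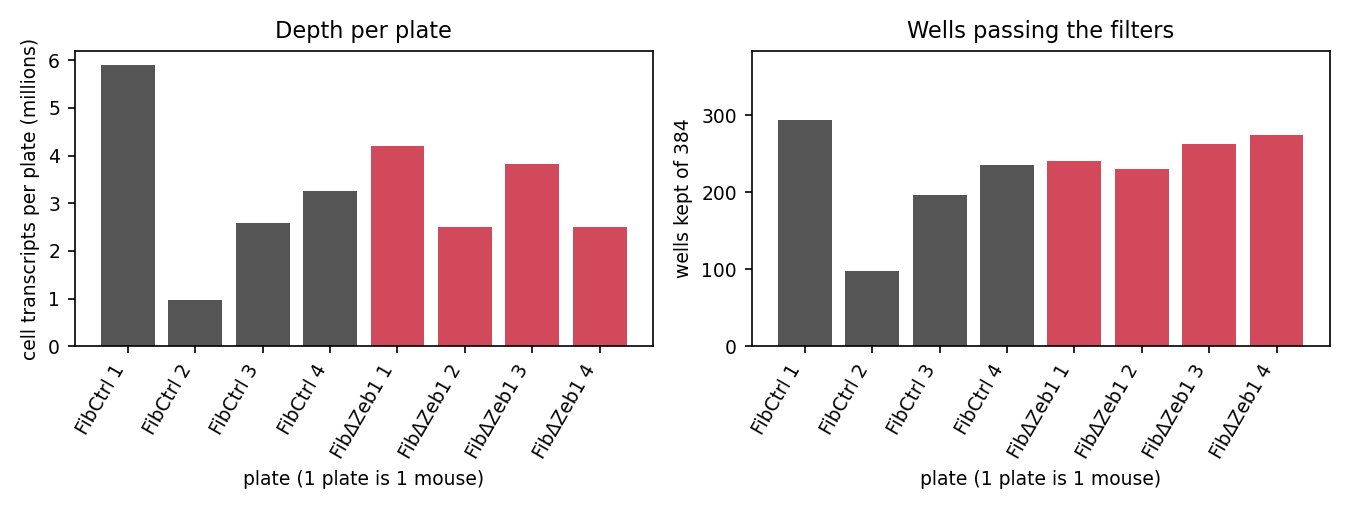
Left, cell transcripts per plate (axis in units of 1e6), without mitochondrial and spike-in transcripts, as bars from 0; right, wells kept of the 384 on each plate. FibCtrl replicate 2 is the lowest of the 8 plates in both panels, with 981881 transcripts and 98 wells.

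Clustering gave 23 clusters, of which 20 could be named. The 1420 named wells comprised 385 epithelial, 256 neutrophil-like, 181 fibroblast-like, 173 macrophage-like, 146 T cell-like and 143 B cell-like wells, and smaller classes of mesothelial-like (34), dendritic-like (32), NK or innate lymphoid-like (32), pericyte-like (27) and mast cell-like (11) wells. The 411 unnamed wells (22.4%) made up 14.3% to 41.8% of the wells kept on FibCtrl plates and 14.5% to 30.7% on FibΔZeb1 plates. Median transcripts per well were 27279 in the epithelial class and 22438 in the fibroblast class, but 3258 in T cells and 1889 in neutrophils, so the same number of wells gave far fewer transcripts for lymphoid and granulocytic classes. The 2 fibroblast clusters were led by Mgp, Col8a1, Spp1, Tnc and Tagln, and by Dcn, Dpt and Lum. The immune-linked genes Ly6a and Ly6c1 were among the leading genes of an epithelial cluster, and C3, Cfb and Hspb1 among those of the mesothelial cluster. Removing wells with Ptprc or Epcam transcripts left 144 fibroblast wells. They numbered 45, 3, 9 and 26 on FibCtrl plates and 23, 6, 17 and 15 on FibΔZeb1 plates. Comparisons of fibroblasts therefore rest on FibCtrl replicates 1 and 4 and FibΔZeb1 replicates 1, 3 and 4, with 283116 to 1008379 transcripts each.

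Zeb1 (GRCm38 chromosome 18, 5591860 to 5775467) was examined first in fibroblast wells, since it is the targeted gene. FibCtrl replicate 1 had 94 Zeb1 transcripts, or 93.2 CPM (95% exact Poisson interval 75.3 to 114), and replicate 4 had 58, or 83.4 CPM (63.3 to 108). FibΔZeb1 replicates 1, 3 and 4 had 30, 27 and 8 transcripts, or 43.7 (29.5 to 62.4), 47.9 (31.6 to 69.8) and 28.3 (12.2 to 55.7) CPM. The mean was 88.4 ± 6.96 CPM in FibCtrl (SD, n = 2) and 39.98 ± 10.4 in FibΔZeb1 (SD, n = 3), a difference of -48.4 with an exact permutation p = 0.1, the smallest that 10 arrangements allow. All 3 FibΔZeb1 plates lay below both FibCtrl plates. Within flow cell 1 the difference was -49.6 (1 plate per genotype), and within flow cell 2 it was -45.3 (1 against 2). The edgeR fit gave a log2 fold change of -1.14 (SE 0.29) with an unadjusted p of 0.00415 and an adjusted p of 0.455, which ranged from 0.0625 to 0.9999 over the alternatives. Among the 9 fixed named genes that could be tested, 1 passed when adjusted over the list alone (Zeb1, 0.0373), and 0 of these 9 passed over all genes tested.

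The plates left out, with under 10 fibroblast wells each, did not share this difference. FibCtrl replicates 2 and 3 had 0 Zeb1 transcripts of 79909 and of 73126, with exact Poisson upper limits of 46.2 and 50.4 CPM, below the other FibCtrl plates, and FibΔZeb1 replicate 2 had 3, or 43.97 CPM (9.07 to 129). With a minimum of 5 wells per plate, added after the data were seen, the difference was -17.9 CPM (exact permutation p = 0.429). The alternative that moved the difference most was a minimum of 250 transcripts per well, which brought in the sparse plates and gave -11.6 CPM (exact permutation p = 0.6). As a background, Zeb1 ranged from 0.716 to 9.29 CPM in epithelial wells and from 0 to 48.6 CPM in immune wells. Counts of 3′ ends do not show whether an exon had been deleted, so remaining Zeb1 transcripts in FibΔZeb1 wells can come from a recombined or an intact allele.

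**Figure D2:**
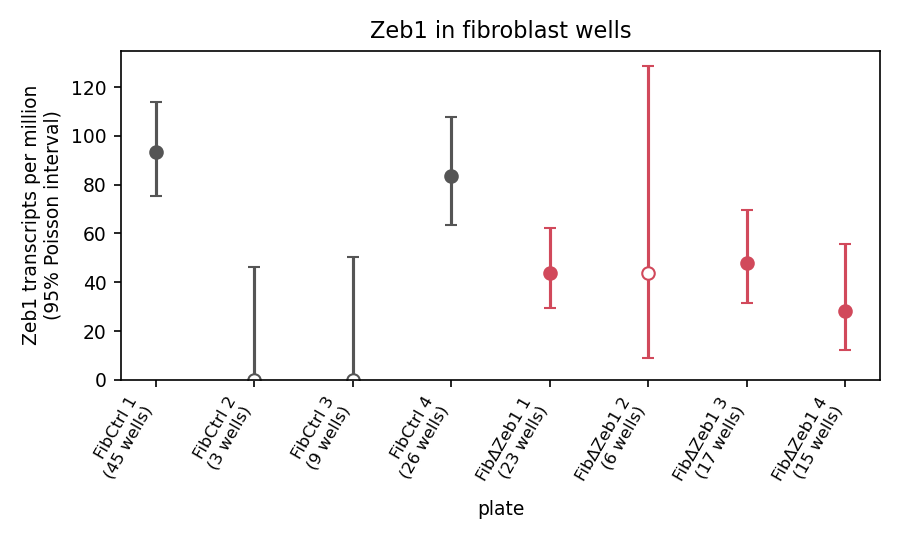
Zeb1 transcripts as CPM (transcripts scaled to the same total) in fibroblast wells of each plate, with 95% exact Poisson intervals; open circles mark plates with under 10 fibroblast wells, which were left out of the test. The 3 tested FibΔZeb1 plates sit between 28.3 and 47.9 CPM and the 2 tested FibCtrl plates at 83.4 and 93.2.

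Genes that differed in fibroblast wells were then sought with edgeR. Of 8214 genes tested, 1 was called at an adjusted p under 0.05, and 485 had an unadjusted p under 0.05. DESeq2 called 39 (13 higher and 26 lower in FibΔZeb1). With the flow cell as covariate edgeR called 28 (6 higher and 22 lower). With the replicate number as a block it called 43 (14 higher and 29 lower). The alternative that moved this count most was testing without a gene filter, which called 328 (155 higher and 173 lower). Leaving out 1 plate gave 6 genes without FibCtrl replicate 1, 4 without FibCtrl replicate 4, and 0 without FibΔZeb1 replicate 1, 3 or 4 (399, 415 and 590 genes at an unadjusted p under 0.05). Without either FibCtrl plate that arm has 1 sample, which is then assumed to vary like the other genotype.

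The called gene was Aldh1a2, which encodes a retinaldehyde dehydrogenase (chromosome 9, 71215789 to 71296243). It had 49 and 40 transcripts on the FibCtrl plates and 474, 583 and 190 on the FibΔZeb1 plates, or 55.2 ± 5.78 (SD, n = 2) against 812 ± 198 (SD, n = 3) normalised CPM. The log2 fold change was 3.88 (SE 0.36) with an edgeR adjusted p of 0.0380, which ranged from 6.94e-22 to 0.9999 over the alternatives, and all 3 FibΔZeb1 plates exceeded both FibCtrl plates. The direction was kept without any single plate (3.65 to 3.99), but the call was lost each time. The adjusted p was then 0.0837 without FibCtrl replicate 1, 0.105 without FibCtrl replicate 4, and 0.0761, 0.109 and 0.102 without FibΔZeb1 replicates 1, 3 and 4. It was also lost when classes came from marker sums (log2 fold change 2.38, adjusted p 0.9998), when wells with Ptprc or Epcam were kept (4.44, adjusted p 0.0902) and with all stromal classes together (2.28, adjusted p 0.9999, and 2.52 with the flow cell as covariate, adjusted p 0.9995). Among transcripts of fixed positional transcription factors, those of gut mesenchyme made up 5.91% and 3.79% on the FibCtrl plates and 49.2%, 51.7% and 1.98% on the FibΔZeb1 plates, so the fibroblast wells also differed in this balance. Both FibCtrl plates came from female hosts by their Xist and Y-linked transcripts, as did FibΔZeb1 replicates 3 and 4, whereas FibΔZeb1 replicate 1 came from a male host. Removing ribosomal and sex-linked genes left 1 gene called.

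None of the other fixed fibroblast genes passed the threshold, and edgeR adjusted p-values were between 0.974 and 0.995. Ccl2 (chromosome 11, 82035571 to 82037453) changed by -0.71 (SE 0.57), from 694 ± 151 to 423 ± 277 normalised CPM, and Cxcl1 (chromosome 5, 90891241 to 90893115) by -0.59 (SE 0.72). Col1a1 (chromosome 11, 94936224 to 94953042) was close in both genotypes, at 19835 ± 686 and 18991 ± 697 normalised CPM, with a change of -0.06 (SE 0.28). Changes of Acta2 (chromosome 19, 34241090 to 34255590), Tagln (chromosome 9, 45929619 to 45936058), Pdgfrb (chromosome 18, 61045150 to 61085061), C3 (chromosome 17, 57203970 to 57228136) and H2-Aa (chromosome 17, 34282744 to 34287823) were -0.13 (SE 1.14), 0.54 (SE 0.95), 0.45 (SE 0.69), -0.19 (SE 0.95) and 0.84 (SE 1.23), each smaller than its standard error. These 5 genes and Cxcl1 changed direction when 1 plate was left out. Without FibCtrl replicate 1 the change was 2.92 for Acta2, 1.12 for C3 and 0.16 for Cxcl1. Without FibCtrl replicate 4 it was -0.30 for Tagln and -0.15 for Pdgfrb. Without FibΔZeb1 replicate 1 it was -0.25 for Tagln, -0.44 for Pdgfrb, 0.34 for C3 and -1.87 for H2-Aa. Acta2 was also higher without FibΔZeb1 replicate 3 (0.37) or 4 (0.09). Tagln is itself among the leading genes of a fibroblast cluster.

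The 9 fixed gene lists asked whether fibroblast programmes shifted as a whole. With camera, 3 lists were lower in FibΔZeb1. The inflammatory list (18 of 18 genes tested) had a mean log2 change of -0.68 and a median of -0.67, with an adjusted p of 8.02e-05. The immediate-early list (18 of 18) had a mean of -0.46 and a median of -0.69 (adjusted p 0.000426), and the NF-kB list (19 of 21) a mean of -0.39 and a median of -0.42 (adjusted p 0.00845). None of these 3 calls held under fry (adjusted p 0.439, 0.439 and 0.676, in the same order) or under camera with an estimated correlation (0.461, 0.461 and 0.585). Apart from leaving out a plate, the alternative that moved the inflammatory list most was a minimum of 5 wells per plate, added after the data were seen, with a mean of -0.35 and an adjusted p of 0.797, against a range of 9.01e-07 to 0.797 over its alternatives. Under that minimum the immediate-early mean was -0.05 and the NF-kB mean -0.06 (adjusted p 0.880 for both). The inflammatory call remained without any single plate. The NF-kB call was lost without FibCtrl replicate 1 (mean -0.01, adjusted p 0.524) and without FibΔZeb1 replicate 3 (-0.18, 0.463), and the immediate-early call without FibCtrl replicate 1 (-0.28, 0.0624).

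The other 6 lists passed no threshold. Their mean changes were 0.32 for p53 (adjusted p 0.232), 0.21 for collagen (0.266), -0.56 for antigen presentation (0.266), -0.12 for interferon (0.751), 0.09 for myofibroblast (0.949) and -0.08 for hypoxia (0.949) genes. Signs differed within 3 of them. The antigen presentation list had only 4 of 9 genes tested and a median of 0.85 against its mean of -0.56, the myofibroblast list had a positive mean but a negative direction in camera, and the hypoxia list had a negative mean but a positive direction. Without single plates, some of these calls changed. The myofibroblast mean became 1.05 without FibCtrl replicate 1 and was called lower without FibCtrl replicate 4 (mean -0.28). The hypoxia list was called higher without FibCtrl replicate 4 (mean 0.52) or FibΔZeb1 replicate 1 (0.20), and had a mean of -0.43, -0.28 and -0.25 without FibCtrl replicate 1, FibΔZeb1 replicate 3 and FibΔZeb1 replicate 4. The antigen presentation list was called lower without FibΔZeb1 replicate 1 (-2.31) or 4 (-0.82), and had a mean of 0.98 without FibCtrl replicate 1. Camera also placed the myofibroblast list higher without FibΔZeb1 replicate 3 (0.27) or 4 (0.20). The p53 list was called higher without FibΔZeb1 replicate 3 (0.48), and the interferon mean was then 0.02. Adjusted over the list alone, 3 myofibroblast genes (Igfbp3, Actg2 and Mmp11), 1 inflammatory gene (Ly6c1) and 1 antigen presentation gene (Saa3) passed, and 0 passed in the other 6 lists. Over all genes tested, 0 list genes passed in edgeR.

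Scores of the same lists per plate had no adjusted p below 0.72, and 10 arrangements cannot give a p under 0.1. The inflammatory score was 8.19 ± 0.06 in FibCtrl (SD, n = 2) and 7.34 ± 0.63 in FibΔZeb1 (SD, n = 3), a difference of -0.85 with an exact permutation p = 0.2. The immediate-early score was 9.48 ± 0.26 and 8.94 ± 0.24, a difference of -0.54 (exact permutation p = 0.1). In both cases all 3 FibΔZeb1 plates lay below both FibCtrl plates. Within flow cells 1 and 2 the inflammatory difference was -1.37 and -0.61, and the immediate-early difference -0.52 and -0.46. The setting that moved the inflammatory score most was no mitochondrial filter, which reversed it to 0.64. That setting also brought in FibCtrl replicate 3, with 10 fibroblast wells and 74122 transcripts, so the set of plates changed as well.

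**Figure D3:**
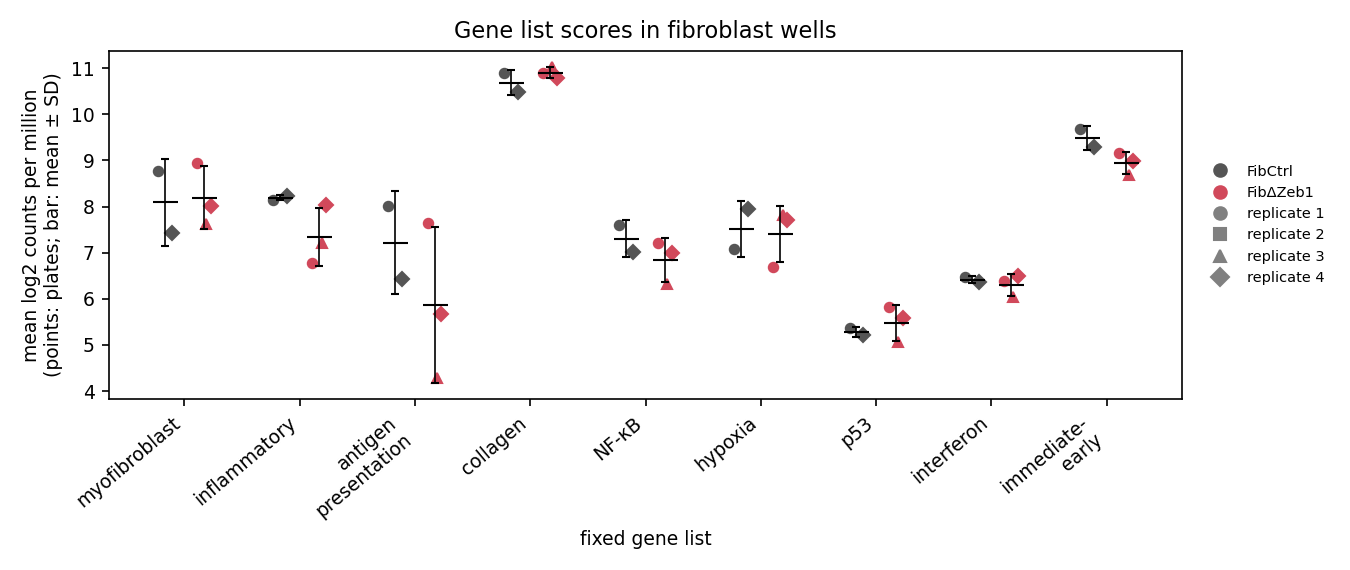
Mean log2 CPM of each fixed gene list in fibroblast wells, as points per plate with the mean ± SD of each genotype (2 FibCtrl and 3 FibΔZeb1 plates). The genotypes do not overlap for the inflammatory and immediate-early lists and overlap for the other 7.

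The study distinguished fibroblasts by αSMA, C3 and MHC class II protein, so the share of fibroblast wells with a transcript of the matching genes was compared after thinning each well to 1000 transcripts. Acta2 was found in 32.5% ± 23.9 of FibCtrl wells (SD, n = 2) and 40.6% ± 26.9 of FibΔZeb1 wells (SD, n = 3), C3 in 51.6% ± 15.4 and 29.2% ± 18.96, and H2-Aa in 22.5% ± 18.1 and 28.6% ± 35.8. The adjusted exact permutation p was 0.9 for each, and 10 arrangements cannot give an unadjusted p under 0.1. Without thinning the shares were 79.7% and 72.9%, 87.9% and 65.9%, and 90.1% and 83.01%, and the Acta2 difference then reversed to -6.72 percentage points. In epithelial wells, taken as the background although epithelial cells can express H2-Aa, thinned shares were 7.55% and 7.83% for Acta2, 3.42% and 2.87% for C3, and 17.2% and 29.7% for H2-Aa, so the H2-Aa share lay near its background. Median transcripts per well were 20105 and 22830 in fibroblasts and 35401 and 22160 in epithelial wells, and 1 FibCtrl and 2 FibΔZeb1 fibroblast wells were too shallow to thin. The differences in percentage points within flow cells 1 and 2 were 20.7 and 10.1 for Acta2, -49.0 and -3.56 for C3, and 34.6 and -1.71 for H2-Aa. Without FibCtrl replicate 4 the Acta2 and H2-Aa differences became -8.83 and -6.69, and without FibΔZeb1 replicate 1 they became -6.74 and -14.5.

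Heterogeneity among fibroblasts was compared as the spread of wells within a plate, since the study described a less varied fibroblast repertoire after Zeb1 loss. The mean of 1 minus the correlation between wells was 0.729 ± 0.0177 in FibCtrl (SD, n = 2) and 0.831 ± 0.0346 in FibΔZeb1 (SD, n = 3), a difference of 0.101 with an exact permutation p = 0.1, the smallest possible. All 3 FibΔZeb1 plates exceeded both FibCtrl plates. The difference was 0.0750 within flow cell 1 and 0.108 within flow cell 2, and the largest move was to 0.0454 when wells were thinned to 500 transcripts. Clustered separately, the 83 FibCtrl wells formed 2 clusters and the 61 FibΔZeb1 wells formed 4. With 61 wells of each genotype in 20 draws the median was 2 (range 2 to 3) and 4 (range 4 to 4). FibΔZeb1 has only 61 wells, so its draws were all the full set and its range cannot show stability. The number of clusters has no replicate check. The FibΔZeb1 wells formed 2 clusters without replicate 1, 2, 3 or 4, with k of 10 or 20, and with plate means kept.

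In tumour epithelial wells of all 8 plates, with 653017 to 2928463 transcripts per plate, edgeR called 0 of 10282 genes, with 179 at an unadjusted p under 0.05. DESeq2 called 1, the largest move. On FibΔZeb1 replicate 2, 35 of 71 epithelial wells belonged to a cluster led by mature colon genes such as Lypd8, Clca6 and Guca2a, and without that cluster edgeR also called 0 genes (209 at an unadjusted p under 0.05). Of the 3 lists tested there, interferon genes were lower in FibΔZeb1 with camera (mean -0.47, median -0.46, adjusted p 0.00106), but the call did not hold under fry (0.794) or an estimated correlation (0.741), and its adjusted p ranged from 0.000103 to 0.794 over the alternatives. It was also lost without FibCtrl replicate 1 (mean -0.00, adjusted p 0.340), without FibCtrl replicate 3 (-0.27, 0.0575) and without FibΔZeb1 replicate 4 (-0.39, 0.0566). NF-kB genes (mean 0.05) and immediate-early genes (-0.04) did not pass (adjusted p 0.409 for both). The NF-kB mean became negative without FibCtrl replicate 3 (-0.12) or FibΔZeb1 replicate 2 (-0.14), and the immediate-early list was called lower without FibCtrl replicate 3 (-0.17). Its mean was positive without FibCtrl replicate 1 (0.10), FibCtrl replicate 2 (0.09) or FibΔZeb1 replicate 3 (0.10). No epithelial list gene passed adjusted over the list alone.

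In immune wells together (95814 to 1025831 transcripts per plate), edgeR called 0 of 6833 genes, with 175 at an unadjusted p under 0.05, and DESeq2 called 0. Interferon genes had a mean change of 0.40 and a median of 0.06 with an adjusted camera p of 0.0647, and passed without FibΔZeb1 replicate 2 (mean 0.48, adjusted p 0.0326) and without FibΔZeb1 replicate 4 (0.55, 8.62e-05). NF-kB (-0.27) and immediate-early (0.04) genes did not pass (adjusted p 0.409 for both). Without FibCtrl replicate 1 the NF-kB list was called lower (-0.40). Without FibCtrl replicate 2 its mean was 0.09, and the immediate-early list was called higher (0.26). Without FibΔZeb1 replicate 2 camera placed the NF-kB list higher although its mean was -0.14. The immediate-early mean was -0.09 without FibCtrl replicate 1 and -0.06 without FibCtrl replicate 4. Adjusted over the list alone, 1 interferon gene (Bst2) passed. Composition of the immune wells enters these sums.

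T cells, macrophages and neutrophils had enough wells to be tested on their own. In T cell wells, edgeR called 1 of 1093 genes, with 41 at an unadjusted p under 0.05, and DESeq2 called 2. The called gene, Stmn1 (stathmin; chromosome 4, 134468320 to 134473843), had 120, 26 and 74 transcripts on FibCtrl plates and 8, 5, 5 and 4 on FibΔZeb1 plates, or 768 ± 17.8 (SD, n = 3) and 201 ± 39.6 (SD, n = 4) normalised CPM. Its log2 fold change was -1.98 (SE 0.35) with an adjusted p of 0.0484, lower in 4 of 4 FibΔZeb1 plates, and the adjusted p ranged from 0.00528 to 0.0961 over the alternatives. Testing without a gene filter moved the count most, to 15 genes. The Stmn1 call was lost with RLE scaling (0.0521), DESeq2 (0.0732), the flow cell as covariate (0.0720) and thinned plates (0.0961). Leaving out a plate lost it in 6 of 7 cases. The adjusted p was 0.154, 0.0902 and 0.330 without FibCtrl replicates 1, 3 and 4, and 0.235, 0.0927 and 0.149 without FibΔZeb1 replicates 1, 2 and 3, and 0 genes were called each time (33, 79, 14, 65, 42 and 32 at an unadjusted p under 0.05). Without FibΔZeb1 replicate 4, 4 genes were called.

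In macrophage wells, edgeR called 0 of 4465 genes, with 162 at an unadjusted p under 0.05, and DESeq2 called 1. Testing without a gene filter called 40, and leaving out FibCtrl replicate 4 called 1. In neutrophil wells, edgeR called 1 of 1062 genes, with 41 at an unadjusted p under 0.05, and DESeq2 also called 1. Testing without a gene filter called 20, and leaving out FibCtrl replicate 2 called 6. The called gene, BC018473 (chromosome 11, 116752167 to 116759373), is annotated as antisense, and whether counting used the strand was not stated, so its identity is uncertain. It is also among the leading genes of 1 of the 3 neutrophil clusters. It had 173, 53 and 257 transcripts on FibCtrl replicates 2, 3 and 4, and 0, 0, 1 and 2 on the FibΔZeb1 plates, or 2862 ± 1395 (SD, n = 3) and 11.3 ± 16.1 (SD, n = 4) normalised CPM. The fitted log2 fold change was -7.42 (SE 0.67) with an adjusted p of 6.24e-05, lower in 4 of 4 FibΔZeb1 plates. The call was kept in all alternatives, whose adjusted p ranged from 6.10e-25 to 0.00602, and without any single plate. FibCtrl replicate 1, which was left out with 4 neutrophil wells, had 0 of 7221 transcripts.

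Cd274, which encodes the checkpoint ligand PD-L1 (chromosome 19, 29367455 to 29388095), differed in no class. The log2 fold change was 0.79 (SE 0.79) in epithelial wells, -0.02 (SE 0.42) in immune wells together, -0.16 (SE 0.36) in macrophages and 0.17 (SE 0.49) in neutrophils, with edgeR adjusted p-values of at least 0.982. Epithelial levels were 12.1 ± 5.54 normalised CPM in FibCtrl (SD, n = 4) and 19.97 ± 25.7 in FibΔZeb1 (SD, n = 4). The higher FibΔZeb1 mean came from replicate 2, and without it the change was -0.64. The flow cell as covariate gave 0.50. In immune wells the sign rested on single plates, from -0.30 to 0.17 when 1 was left out. The macrophage change was 0.29 without FibCtrl replicate 3, and the neutrophil change -0.10 without FibCtrl replicate 2 and -0.18 without FibΔZeb1 replicate 3. In fibroblast wells Cd274 was too sparse to test, with 0 and 4 transcripts on FibCtrl plates and 2, 3 and 1 on FibΔZeb1 plates, and it did not pass the expression filter in T cells.

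The composition of the immune wells was compared as the share of each class per plate. The NK or innate lymphoid cluster had the T cell marker Cd8a among its leading genes, and the T cell class scored second on it (1.24). Some T cells may therefore be counted there, so the T cell share need not cover all T cells. T cells made up 23.4% ± 10.2 of immune wells in FibCtrl and 12.3% ± 2.54 in FibΔZeb1 (SD, n = 4 each), a difference of -11.1 percentage points with an exact permutation p = 0.0571 and an adjusted p of 0.4 over 7 classes. The shares were 37.7%, 13.9%, 18.9% and 23% on FibCtrl plates and 15.7%, 11.5%, 12.3% and 9.57% on FibΔZeb1 plates, so 3 of 4 FibΔZeb1 plates lay below every FibCtrl plate. The difference was -12.2 within flow cell 1 and -10.1 within flow cell 2. When 1 plate was left out it ran from -14.3 to -6.36. Naming wells by marker sums moved it most, to -5.80, and its adjusted p ranged from 0.2 to 0.9 over the alternatives. For the other 6 classes the exact permutation p lay between 0.314 and 0.743 (adjusted p 0.743 for each). Macrophages made up 16.4% ± 15.3 and 24.3% ± 18.7, neutrophils 38.4% ± 31.8 and 33.9% ± 19.99, B cells 14.4% ± 18.005 and 19.1% ± 24.4, dendritic cells 2.58% ± 2.00 and 4.62% ± 5.26, NK or innate lymphoid cells 2.82% ± 1.35 and 5.05% ± 3.55, and mast cells 1.99% ± 2.99 and 0.721% ± 1.44. The direction differed between flow cells for macrophages (20.9 and -5.01 percentage points), neutrophils (-20.8 and 11.8) and mast cells (0.623 and -3.16). Within flow cells 1 and 2 it was 4.44 and 4.95 for B cells, 4.04 and 0.0490 for dendritic cells, and 3.08 and 1.38 for NK or innate lymphoid cells. Single plates reversed the B cell difference (-6.89 without FibΔZeb1 replicate 2), the macrophage (-0.193) and dendritic cell (-0.474) differences without FibΔZeb1 replicate 1, and the mast cell difference (0.175 without FibCtrl replicate 3). The neutrophil difference became 6.78 without FibCtrl replicate 2, 1.71 without FibCtrl replicate 4, 1.30 without FibΔZeb1 replicate 1 and 1.03 without FibΔZeb1 replicate 2.

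**Figure D4:**
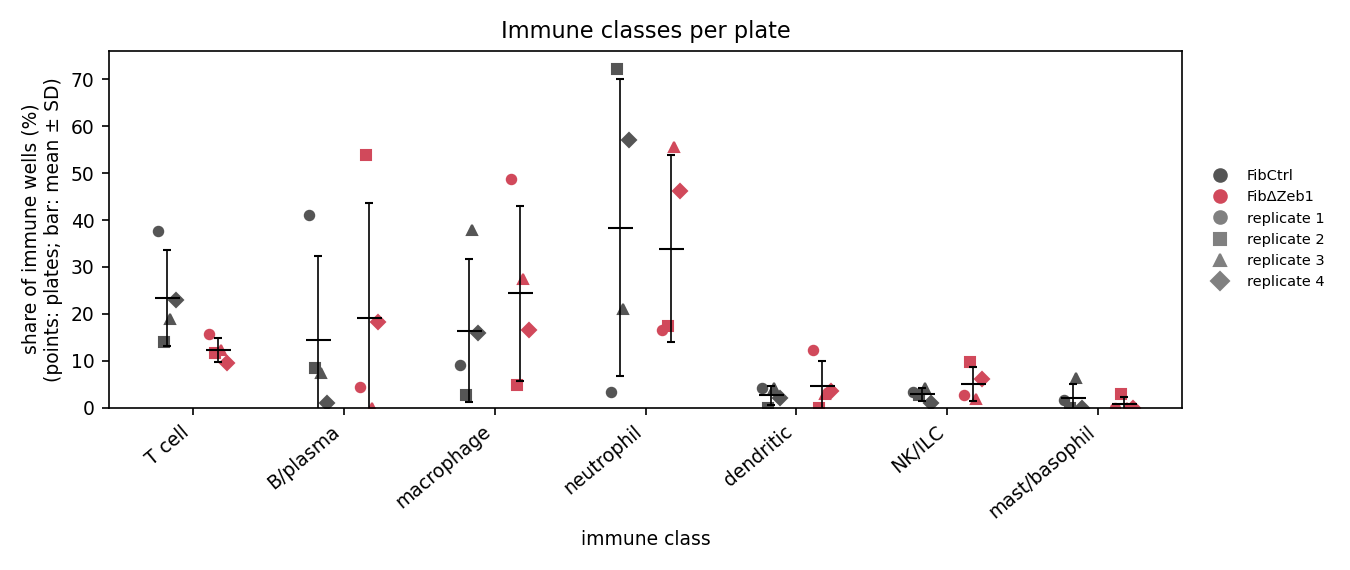
Share of immune wells in each class, as points per plate with the mean ± SD of 4 plates per genotype. The T cell class has means of 23.4% and 12.3% in FibCtrl and FibΔZeb1, and the plates of both genotypes overlap in every class.

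The number of wells that passed the filters measures recovery and not abundance in the tumour, because sorting fixed the wells per gate. Fibroblast wells, here before the removal of wells with Ptprc or Epcam transcripts, numbered 26.5 ± 28.9 per plate in FibCtrl and 18.8 ± 10.7 in FibΔZeb1, epithelial wells 39.8 ± 15.97 and 56.5 ± 14.3, and immune wells 88.3 ± 36.8 and 110.0 ± 5.83 (SD, n = 4 each). Exact permutation p-values were 0.743, 0.2 and 0.314 (adjusted 0.743, 0.471 and 0.471). Within flow cells 1 and 2 the differences were -15.0 and -0.5 for fibroblast, 20.5 and 13 for epithelial, and 30.5 and 13 for immune wells. Leaving out plates with under 10 fibroblast wells moved the fibroblast difference most, from -7.75 to -24.3, and without FibCtrl replicate 1 it became 5.75.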

Values the study reported

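For the orthotopic grafts, the study described 2 clusters of cancer-associated fibroblasts in FibCtrl tumours and 1 in FibΔZeb1 tumours when each genotype was analysed separately. When fibroblasts alone were clustered in each genotype, it again described fewer clusters in FibΔZeb1.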

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

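All tests in this part were chosen only after the results were seen. Of 38 sets of 4 plates examined, 4 held a plate whose gap to its nearest neighbour took up most of the range, and chance gives this in about 5% of sets. The genotype is the same within each set, so it explains none of them.

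FibCtrl replicate 2 stood far above the other FibCtrl plates in its mitochondrial share (22.3%, against 10.96% to 12.6%, a gap of 0.859 of the range) and in its spike-in share (28.2%, against 6.32% to 9.19%, a gap of 0.869 of the range). A poor reaction on the whole plate is argued against, because the median number of spike-in transcripts per well was 1330, above the 828 to 1260 of the other FibCtrl plates. Less cell RNA in its wells would give many spike-ins and few cell transcripts, and the median of 221 cell transcripts per well, against 1006 to 3518, is consistent with that. Whether the wells held damaged cells or no cell could not be decided with the values used here.

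Cd274 in epithelial wells of FibΔZeb1 replicate 2 was 56.9 CPM (86 transcripts), against 7.52, 11.4 and 2.86 on the other FibΔZeb1 plates, a gap of 0.843 of the range. Immune RNA in these wells is argued against as the cause, since their immune markers were at 555 CPM, while FibΔZeb1 replicate 1 had 1405 CPM and Cd274 at 7.52. The cluster of mature colon wells on this plate is also argued against, because Cd274 was 73.8 CPM without it. A higher interferon response stays open. Interferon genes in these wells were at 5362 CPM, against 1944 to 2224 on the other FibΔZeb1 plates. FibCtrl replicate 1 goes the other way, with 9804 CPM and Cd274 at 9.91. The Pearson correlation of the interferon genes with Cd274 over plates was 0.409, so they do not decide. A difference between mice or tumours stays open and was not tested.

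All 3 mast cell wells of FibΔZeb1 were on replicate 2, so the other 3 plates were at 0 and the gap was 1, the whole range. Wells placed at random by the number of immune wells per plate would all fall on 1 plate with a chance of 0.0616, so counting error may be the whole explanation.

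The 8 corner wells of each plate held up to 911 transcripts (FibCtrl replicate 4). Of these wells 9 passed the filters and took part in the clustering. All 9 were unnamed and entered no comparison between the genotypes in the chosen classes. They did enter some alternatives, as 29 fibroblast wells with a minimum of 250 transcripts and as 8 each without the mitochondrial filter, at Leiden resolution 2 and with classes from marker sums, besides 1 epithelial well in each of the last 2. Their median per plate ran from 13.5 to 474, against 227 to 3608 in the other wells. If the signal were RNA or barcodes carried over from other wells, the corner profile should be closest to that of its own plate. This was so on 8 of 8 plates over 3881 genes, which is consistent with carry-over, but whether these wells were left without a cell is not given by the values used here. Cells in those wells would also resemble their own plate.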

How the results depend on the processing

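Alternatives and tests chosen only after the results were seen were the minimum of 5 wells per plate (alone, with the replicate block or with the flow cell), all stromal classes together (alone or with the flow cell), the restriction to genes listed in all plates, the epithelial fits without the colon cluster, and the well numbers without plates under 10 wells. The 63 results had 967 alternative values. Of these, 755 kept the direction and the side of the threshold, 39 lost a call, 17 gained a call, 111 changed direction and 45 moved by more than the limit. Lower Zeb1 in FibΔZeb1 fibroblast wells kept its direction in all alternatives (-52.4 to -11.6 CPM) and without any 1 plate (-53.3 to -42.5). BC018473 kept its direction and its call in all alternatives. Values in fibroblast wells, from 2 FibCtrl and 3 FibΔZeb1 plates, depended most on the processing. Except where stated, the cause was not tested.

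Differences below are FibΔZeb1 minus FibCtrl. FibCtrl replicate 3 also entered when the mitochondrial filter was dropped, with 10 fibroblast wells and 74122 transcripts. Without the mitochondrial filter the inflammatory (0.64), NF-kB (0.0907), interferon (0.19) and immediate-early (0.0779) scores turned higher in FibΔZeb1, the share of wells with Acta2 became -3.75 percentage points, and log2 fold changes became 0.36 for C3 and -0.51 for Tagln. With a minimum of 5 wells per plate these 4 scores were 0.16, 0.11, 0.19 and 0.0908, and Tagln was -0.80. With a minimum of 250 transcripts the interferon score was 0.38, Acta2 0.14, Col1a1 0.0798, Cxcl1 0.12 and Tagln -0.36. With classes from marker sums the interferon score was 0.21, the share with Acta2 -2.24, the share of NK and innate lymphoid cells -0.838, Acta2 0.14, C3 0.24 and Cxcl1 0.41. Without thinning, the shares with Acta2 and H2-Aa were -6.72 and -7.08, and within flow cell 2 that with H2-Aa was -1.71.

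The 1 gene called in fibroblast wells by edgeR became 39 with DESeq2, 328 without a gene filter, 28 with the flow cell as covariate, 2 after thinning of plates, 6 with a minimum of 20 wells and 317 when wells with 1 Ptprc or Epcam transcript were removed too. These last 2 settings leave 1 FibΔZeb1 plate against 2 FibCtrl plates, and that lone sample is assumed to vary like the other group. In the last one edgeR called Aldh1a2 (5.61, adjusted p 3.85e-08) and 6 of the genes fixed in advance, with Aldh1a2, Tagln (3.57, 3.10e-06), Acta2 (2.44, 0.00468), H2-Aa (2.21, 0.00899) and Pdgfrb (1.82, 0.0175) higher on that 1 plate and C3 (-5.56, 2.66e-05) and Cxcl1 (-3.85, 0.000136) lower. In edgeR the count was 0 with classes from marker sums (190 at an unadjusted p under 0.05), without the removal of Ptprc or Epcam wells (401), with genes listed in all plates (461), with all stromal classes (194) and with these and the flow cell (228), while DESeq2 gave 39 in the chosen wells. Aldh1a2 is not listed in all plates and had no value in that setting. In T cell wells the 1 gene became 2 with DESeq2, 15 without a filter, and 0 in edgeR with RLE factors (41 at an unadjusted p under 0.05), with the flow cell (37) or after thinning (14). Macrophages gave 1 with DESeq2 and 40 without a filter, against 0 in edgeR (162 at an unadjusted p under 0.05). Neutrophils gave 20 without a filter, and epithelial wells 1 with DESeq2.

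The calls of the inflammatory (mean -0.68), immediate-early (-0.46) and NF-kB (-0.39) lists in fibroblast wells and of the interferon list in epithelial wells (-0.47) came from camera with a preset correlation. With fry the adjusted p was 0.439, 0.439, 0.676 and 0.794, and with an estimated correlation 0.461, 0.461, 0.585 and 0.741. With a minimum of 5 wells the means of the first 3 lists were -0.35 (camera adjusted p 0.797), -0.0527 (0.880) and -0.0605 (0.880), and hypoxia, not called before, was called lower at -1.11 (1.19e-07). With all stromal classes inflammatory was -0.36 (camera adjusted p 0.181), hypoxia -0.49 (0.00329), and the direction of camera, which ranks a list against all other genes and can differ from the sign of its mean, changed for hypoxia, myofibroblast (0.0574, 0.554), antigen presentation (0.33, 0.554) and interferon genes (0.23, 0.195). With the flow cell as covariate this direction changed for myofibroblast (0.35, 0.0797), antigen presentation (-0.71, 0.967) and hypoxia genes (-0.24, 0.140). Over all alternatives the adjusted p ran from 9.01e-07 to 0.797 (inflammatory), 0.000420 to 0.880 (immediate-early), 7.47e-05 to 0.880 (NF-kB), 1.19e-07 to 0.994 (hypoxia) and 0.000103 to 0.794 (epithelial interferon).

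Single genes in fibroblast wells, none of them called in the chosen fit, also changed direction. Acta2 was 0.92 with the flow cell, 0.98 with a minimum of 20 wells (1 FibΔZeb1 plate), 0.15 with all stromal classes and 0.0455 with these and the flow cell. C3 was 0.20 without the removal of Ptprc or Epcam wells, 0.71 with all stromal classes and 0.44 with these and the flow cell. With a minimum of 5 wells and the flow cell Cxcl1 was 0.0261 and Tagln -0.93. Cd274 in immune wells stayed near 0, at 0.000365 with DESeq2 and 0.00350 with the flow cell, and at 0.0393 without a gene filter. The calls of Aldh1a2 and Stmn1 were each lost in 4 settings without the block, always with the same direction. The number of fibroblast clusters became 3 in FibCtrl with k of 10, and in FibΔZeb1 it fell from 4 to 2 with k of 10, with k of 20, with plate means kept and without any 1 plate (2 to 2).

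The replicate numbers were not taken to pair the plates, because not every same-numbered pair deviated together clearly. Correlations of same-numbered plates, each taken as its difference from its genotype mean, were 0.543, 0.265, 0.161 and 0.0748 in epithelial wells and 0.0898, 0.198, 0.106 and 0.0892 in immune wells, where plates share a flow cell as well. Pairs of different number ran from -0.317 to 0.382 in epithelial wells and from -0.390 to 0.280 in immune wells. Epithelial Xist did follow the number in flow cell 2. It was 7.51 and 2.66 CPM on the replicate 3 plates and 57.9 and 65.7 CPM on the replicate 4 plates. An epithelial cluster held 44 of 54 and 34 of 41 epithelial wells on FibCtrl and FibΔZeb1 replicate 1. On replicate 2 it held 7 of 17 and 3 of 71. A shared origin of same-numbered plates therefore stays open. With the replicate number as a block, edgeR called 43 genes in fibroblast wells and 3 in T cell wells. The interferon score was 0.0267, Acta2 1.17 and Cd274 in epithelial wells 0.105, down from 0.79. Means and camera adjusted p of lists in fibroblast wells were 0.40 (0.0122) for myofibroblast, -0.34 (0.820) for antigen presentation, -0.18 (0.161) for NF-kB, -0.28 (0.154) for hypoxia, 0.48 (0.00682) for p53 and 0.0904 (0.709) for interferon genes. With the block and a minimum of 5 wells edgeR called 0 genes (249 at an unadjusted p under 0.05, while DESeq2, run without the block, called 39 in the chosen wells), and Acta2 was 0.0429, C3 1.26 and Cxcl1 0.58.

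Each plate was left out in turn. Where 1 FibCtrl plate is left in fibroblast wells, that lone sample is assumed to vary like the other group. Scores ran from -0.57 to 0.77 (myofibroblast), -0.54 to 0.32 (hypoxia) and -0.20 to 0.0267 (interferon). In percentage points, the share of fibroblast wells with Acta2 ran from -8.83 to 24.9 and with H2-Aa from -14.5 to 18.9, and shares of immune wells from -6.89 to 13.5 (B cells), -0.193 to 15.1 (macrophages), -16.2 to 6.78 (neutrophils), -0.474 to 3.58 (dendritic cells) and -1.99 to 0.175 (mast cells). Differences in wells per plate ran from -15.6 to 5.75 (fibroblast), 9.17 to 21.9 (epithelial) and 4.33 to 33 (immune). Genes called by edgeR ran from 0 to 6 in fibroblast (399 at an unadjusted p under 0.05 without FibΔZeb1 replicate 1), 0 to 4 in T cell, 0 to 1 in macrophage and 1 to 6 in neutrophil wells.

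Without 1 plate, list means in fibroblast wells ran from -0.43 to 1.05 (myofibroblast), -2.31 to 0.98 (antigen presentation), -0.58 to -0.00794 (NF-kB), -0.43 to 0.52 (hypoxia), 0.14 to 0.48 (p53), -0.25 to 0.0198 (interferon), -0.59 to -0.28 (immediate-early) and -0.93 to -0.33 (inflammatory). In epithelial wells they ran from -0.14 to 0.26 (NF-kB), -1.61 to -0.00360 (interferon) and -0.18 to 0.10 (immediate-early), and in immune wells from -0.40 to 0.0858 (NF-kB), 0.24 to 0.55 (interferon) and -0.0931 to 0.26 (immediate-early). Log2 fold changes in fibroblast wells ran from -1.41 to 2.92 (Acta2), -1.01 to 1.12 (C3), -1.24 to 0.16 (Cxcl1), -1.87 to 2.46 (H2-Aa), -0.44 to 1.57 (Pdgfrb) and -0.30 to 2.91 (Tagln). Those of Cd274 ran from -0.64 to 1.14 in epithelial, -0.30 to 0.17 in immune, -0.41 to 0.29 in macrophage and -0.18 to 0.46 in neutrophil wells. Ccl2 in fibroblast wells ran from -1.29 to -0.29.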

Other observations

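All tests in this part were chosen only after the results were seen, except those of immune RNA, of depth and of body position in fibroblast wells, and the regroupings of plates for the gene lists in epithelial and immune wells.

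The number of FibΔZeb1 fibroblast clusters here was 4. That is higher than the value quoted from the study above, which appears to come from all sorted cells together. The study also found fewer clusters in FibΔZeb1 when fibroblasts alone were clustered. The difference here, 4 against 2 in FibCtrl, runs the opposite way. The number here depended on the settings, with FibΔZeb1 at 2 for k of 10, for k of 20, with plate means kept or without any 1 plate, and FibCtrl at 3 for k of 10.

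Inflammatory, NF-kB and immediate-early genes were lower in FibΔZeb1 fibroblast wells with camera, but not with fry. Longer handling of the FibCtrl plates stays open. In immune wells of the same 5 plates the immediate-early list was higher in FibΔZeb1 by a mean of 0.70 (fry p 0.00412). That value cannot decide, because the mix of immune wells differed too. Macrophages made up 9.02% and 16% of them on FibCtrl replicates 1 and 4. On FibΔZeb1 replicates 1, 3 and 4 they made up 48.7%, 27.4% and 16.5%. In epithelial wells of these plates the immediate-early list was lower (mean -0.21, camera p 0.0319, fry p 0.623). A difference in depth is argued against by the adjusted p of 4.61e-05 for the inflammatory list after plates were thinned to the same depth, with a mean of -0.67. That value comes from camera, whose calls did not hold under fry. Immune RNA in FibCtrl fibroblast wells stays open. The median change of 8 immune markers was 0.21, but 3 of the 8 were lower, and their sum was 262 ± 68.2 CPM in FibCtrl and 264 ± 130 in FibΔZeb1 (SD, n = 2 and 3; exact permutation p = 1, 10 arrangements). A different mix of the 2 fibroblast clusters stays open. The contractile cluster, led by Mgp and Tagln among others, held 19 of 45 and 6 of 26 wells on FibCtrl replicates 1 and 4. On FibΔZeb1 replicates 1, 3 and 4 it held 21 of 23, 11 of 17 and 6 of 15. Inside the contractile cluster of the same plates the inflammatory list was still lower by its mean (-0.10) and in 8 of 15 tested genes, but not called (camera p 0.190, fry p 0.323), with fewer wells and genes. For the immediate-early list (camera p 0.00184, fry p 0.283) and the NF-kB list (camera p 0.0178, fry p 0.490) camera and fry differ. With the contractile wells of 3 FibCtrl and 4 FibΔZeb1 plates, the means turned higher in FibΔZeb1, at 0.12, 0.15 and 0.0915 for the inflammatory, immediate-early and NF-kB lists (camera p of 0.417, 0.533 and 0.944). A change within fibroblasts caused by Zeb1 loss also stays open.

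Fibroblasts carry transcription factors of their body position. Of the transcripts of 2 fixed sets, those of gut mesenchyme (Foxf1, Foxf2, Foxl1 and Hoxd10 to Hoxd13) made up 5.91%, 28.4%, 16.7% and 3.79% on FibCtrl plates 1 to 4 and 49.2%, 61.5%, 51.7% and 1.98% on FibΔZeb1 plates 1 to 4, and the rest belonged to body wall factors such as Hoxc genes and Twist2. FibCtrl wells may come more often from connective tissue outside the gut. By these sets FibΔZeb1 replicate 4 lay below every FibCtrl plate, but other factors put it with the rest of FibΔZeb1. Nkx2-3, of gut mesenchyme, had 7 of 283116 transcripts there, against 5 of 1008379 and 1 of 695416 on FibCtrl replicates 1 and 4. Tbx15, of the body wall, had 0 on all FibΔZeb1 plates, against 34 and 15 on those FibCtrl plates. The sparse FibCtrl plates differed from these. FibCtrl replicate 2 had 22 Nkx2-3 of 79909 transcripts, FibCtrl replicate 3 had 0 of 73126, and neither had a Tbx15 transcript. Both genes were picked after their values were seen, for their change, so they decide nothing. Over the 7 plates with at least 5 wells the means differed by 32.3 percentage points with a two-sided exact permutation p of 0.143 over 35 arrangements. A flow cell difference gave 0.314. The counts are few and neither explanation could be excluded, so tissue of origin and genotype cannot be told apart for these wells. This bears on Aldh1a2 and on the lists, which were compared in the same wells.

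Stmn1 was the gene called in T cell wells, and Top2a (log2 fold change -3.34, adjusted p 0.0887) and Tuba1b (-1.73, adjusted p 0.139), which failed the threshold and were picked after their values were seen, were also lower in FibΔZeb1. Tumour cell RNA in FibCtrl T cell wells is argued against as the whole cause. These 3 genes summed to 1932, 2051 and 2902 CPM in T cell wells of FibCtrl replicates 1, 3 and 4, above the 1197, 1120 and 1004 CPM in epithelial wells of the same plates. At the share of tumour RNA that epithelial markers allow, it would carry at most 7.68% of the excess over FibΔZeb1 on any FibCtrl plate. The markers themselves, at 383 ± 139 CPM in FibCtrl and 572 ± 227 in FibΔZeb1 (SD, n = 3 and 4), differed by less than the spread between plates (exact permutation p = 0.229). The mix of the 2 T cell clusters also differed between plates and was not accounted for. The smaller cluster was led by Ctla4, Tnfrsf4 and Foxp3. It held 21 of 46, 7 of 18 and 10 of 23 T cell wells on FibCtrl replicates 1, 3 and 4. On FibΔZeb1 replicates 1 to 4 it held 5 of 18, 1 of 12, 4 of 13 and 2 of 11. Fewer cycling T cells in FibΔZeb1 remain a candidate explanation. A fixed list of 20 other proliferation genes summed to 3083 ± 1115 CPM in FibCtrl (SD, n = 3) and 1494 ± 1024 in FibΔZeb1 (SD, n = 4), with a two-sided exact permutation p of 0.114 over 35 arrangements. Only 3 of its genes passed the filter, with a camera p of 0.000213 and a fry p of 0.0564. Of 35 regroupings of the 7 plates, 8 called as many genes as the genotypes did, so chance cannot be excluded.

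BC018473 was near 0 in FibΔZeb1 neutrophil wells. The 4 neutrophil wells of FibCtrl replicate 1, left out of the tests, also had 0 of 7221 transcripts. That plate did not share the high level of the other FibCtrl plates. A flow cell difference is argued against by the adjusted p of 5.94e-05 with the flow cell as covariate. Less mature neutrophils in FibCtrl are argued against as the whole cause. In neutrophil wells without any granule transcript BC018473 was 667 to 2903 CPM on the 3 tested FibCtrl plates, from 4 to 29 wells each. These were 5, 4 and 179 transcripts on FibCtrl replicates 2, 3 and 4, so the value rests mainly on replicate 4. It was 0 on the 4 FibΔZeb1 plates, from 6 to 32 wells each (two-sided exact permutation p of 0.0286 over 35 arrangements). The gene was named because it separated the genotypes, so this smallest possible p adds no evidence of its own. Maturity may still differ, as granule genes summed to 3055, 22414 and 1904 CPM on FibCtrl replicates 2, 3 and 4 and to 1783 ± 885 CPM in FibΔZeb1 (SD, n = 4), with a camera p of 0.00344 and a fry p of 0.103 for the 2 granule genes that passed the filter. A different mix of neutrophil clusters is argued against too. BC018473 is among the leading genes of 1 cluster, yet it had 113, 274 and 95 transcripts in the 3 clusters in FibCtrl and 0, 3 and 0 in FibΔZeb1. Over the level expected from the clusters of each plate it was 1.99 to 2.30 times on the 3 tested FibCtrl plates. It was at most 0.0304 times in FibΔZeb1 (two-sided exact permutation p of 0.0286 over 35 arrangements). The same limit applies to this p. A strain variant linked to the genotype also stays open. BC018473 was 20.8 against 3.58 CPM in macrophages and 32.1 against 5.10 in T cells, but 7.51 against 26.8 in B cells, from 2 and 7 transcripts. These counts are few and the classes differ in direction, so they do not decide. Of 35 regroupings of the 7 plates, 7 called as many genes, so chance cannot be excluded for the count.

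Xist in epithelial wells outside the colon cluster differed by flow cell and not by genotype. The lowest plate of flow cell 1 had 416 CPM and the highest of flow cell 2 had 65.7, a ratio of 6.33. The sex of the host is argued against, because the 4 plates whose immune wells carried Y-linked transcripts had a mean epithelial Xist of 369 CPM, against 140 CPM on the other 4 plates. A pair of organoid batches of different sex chromosome content, 1 per flow cell, is argued against as the whole cause. Within flow cell 2 Xist was 7.51 and 2.66 CPM on the replicate 3 plates and 57.9 and 65.7 CPM on the replicate 4 plates, a gap of at least 7.71 times in both genotypes. Organoids or grafts that differ in sex chromosome content in another way stay open and were not tested. Each flow cell held 2 plates per genotype, so the difference does not follow the genotype.

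Of the 40 wells in the cluster of mature colon genes, 35 were on FibΔZeb1 replicate 2. Normal colon epithelium of the host is consistent with their sex-linked transcripts, with Y-linked genes at 158 CPM against 14.3 in the other epithelial wells of the plate, and Xist at 12.9 against 476. The immune wells of this plate carried Y-linked genes at 466 CPM.

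Regrouping the plates showed how often other splits gave as much. The genotypes gave 0 called genes in edgeR in epithelial, immune and macrophage wells (179, 175 and 162 at an unadjusted p under 0.05, with 1, 0 and 1 called by DESeq2). Every split gives at least 0, so 35 of 35, 35 of 35 and 10 of 10 splits decide nothing. As many genes at an unadjusted p under 0.05 came from 32 of 35, 21 of 35 and 8 of 10 splits, so chance cannot be excluded for these counts. A split by flow cell called 1 gene in epithelial wells and 0 in immune wells, with 1352 and 361 at an unadjusted p under 0.05. In epithelial wells 1352 was the most of the 35 splits, and camera called all 3 lists. The tumour wells therefore differed more by flow cell than by genotype. With the flow cell as covariate the genotypes gave 0 in both (198 and 177 at an unadjusted p under 0.05). A camera p as small as that of the genotypes came from 11, 28 and 26 of 35 splits for interferon, NF-kB and immediate-early genes in epithelial wells, and from 12, 26 and 25 of 35 in immune wells, so chance cannot be excluded for any of these. In fibroblast wells 2 of 10 splits called at least the 1 gene that the genotypes gave. At least as many lists (3) were called with camera by 7 of 10. As small a camera p came from 10, 5 and 1 of 10 splits for interferon, NF-kB and immediate-early genes. That 1 split was the genotypes themselves. However, 10 splits cannot give a share under 0.05. With a minimum of 5 wells per plate 5 of 35 splits called as many genes, and 32 of 35 called at least as many lists (1). For interferon, NF-kB and immediate-early genes 32, 31 and 33 of these 35 splits then gave as small a camera p. Chance can therefore not be excluded for the immediate-early list either. An effect of genotype that differs between flow cells was called by edgeR for 0 genes in epithelial wells (194 at an unadjusted p under 0.05) and for 1 in immune wells (Il1rl1, with 118 at an unadjusted p under 0.05). DESeq2 was not run on this term.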
